A study of Homo sapiens with 6 samples.

How the data were processed

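The series holds 6 RNA-seq libraries from GFP-positive HEK293 cells, 3 from cells co-cultured with ROS-producing HEK293 cells and 3 controls, and each library has 1 file. RNA was extracted with TriPure and libraries were made with Illumina's stranded mRNA kit, per the labels' protocols. The deposited files hold raw counts of reads per gene in the layout that STAR's gene counting writes, with 4 summary lines and 3 count columns: reads counted without regard to strand, on the forward strand and on the reverse strand of each gene. The labels and files state no STAR version, genome build, annotation release or read trimming, so no coordinates are given and genes are named by the symbols in the files. The counts were not normalised by the authors as far as the deposited values show, since they are whole numbers with a different total in each library. Replicates were not pooled, since each sample has its own file.

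The reverse-strand counts were used, because they exceeded the forward-strand counts in every library, with 19091085 to 36250314 against 741841 to 1133488 gene-assigned reads. The 4 summary lines were left out of the library sizes and tests. In the reverse-strand counting they took 1.22% to 1.67% (unmapped), 6.48% to 8.42% (multimapping), 14.8% to 17.7% (no gene) and 0.835% to 1.01% (ambiguous) of the reads. Reads that map to several places are not counted per gene by STAR, so genes with near-identical copies are undercounted and the division of their reads is uncertain. Reads that overlap genes on the same strand are dropped as ambiguous. A single read was worth between 0.0276 and 0.0524 CPM, and 0 reads allow up to 3 reads, or 0.0828 to 0.157 CPM. Reads carried no molecular identifiers that the files record, so such bounds cover counting error only.

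Groups and replicate numbers were taken from the sample titles. Libraries within a group were first compared for repeated deposition by a chi-square over genes. The chi-square per degree of freedom lay between 4.73 and 18.5 for all pairs, far from the value near 1 that sampling noise alone gives, so each was counted as a separate sample.

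The comparison of 3 co-culture with 3 control libraries was fitted in edgeR 4.0.16 (R 4.3.3) with group as the only term. Genes were filtered with filterByExpr at a minimum count of 10, which left 14582 of 23686 genes and removed 0.0473% of the reads. Libraries were scaled with trimmed means of M-values (TMM), dispersions and quasi-likelihood fits were robust, and the quasi-likelihood F test was used with Benjamini-Hochberg adjustment over the tested genes at a threshold of 0.05. The common biological coefficient of variation was 0.0835. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of F. CPM values are TMM-scaled.

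The gene lists were written from general knowledge before the data were examined, as were the panel, the naming rule, the test and all alternatives except 2. They cover NRF2 targets, peroxide-removing enzymes with other redox genes, p53 targets, heat shock, ATF4 targets and ER chaperones. They also cover immediate-early genes, NF-kB targets, hypoxia targets, the G2/M programme, DNA replication and cholesterol synthesis. Of the 23 tested panel genes, 20 are also in at least 1 of these lists. Of the lists that passed, the cholesterol synthesis list shared 0 of its 25 tested genes with another list, the hypoxia list 1 of 31, the immediate-early list 3 of 36 and the p53 list 4 of 30. Each list was tested with camera of limma 3.58.1, which asks whether a list's genes differ more than other genes do. It was also tested with fry, which asks whether they shift in a common direction, without regard to other genes. A list whose members go both ways can therefore miss fry's threshold. The genes named in the text were the 5 largest changes in each direction among genes past the threshold with a mean of at least 5 CPM and no overlap between the groups, the panel, and up to 3 genes past the threshold from each list that passed. A gene that met this rule is not reported here.

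Symbols in the files came from an older gene set. Of the 23686 symbols, 20880 are current in the RefSeq annotation of GRCh38.p14, and 1798 more were matched through 1 older symbol. The lists held 385 distinct genes, of which 12 were found under an older symbol and 3 (SARS1, GARS1 and MARS1) were left out because their older symbols were not found or were not unique. The GC content of each gene's longest transcript in GENCODE release 29 was available for 96.8% of the tested genes and 98.6% of the genes past the threshold. That release served for GC content only.

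The scripts were tested on simulated data made from the libraries' means, sizes and dispersions. Of 196 genes changed by 2-fold, 88.8% (174 genes) were called. In the same simulation 30 other genes were given a smaller shift, and 17 of them were called. Of the 208 genes called in all, 8.17% were unchanged. The median error of the log2 fold change of the 196 genes was 0.078. With no changed genes, 1 of 14486 tested genes was called. As a list, the 30 genes with the smaller shift had a camera p of 5.11e-44, and a list of 30 without one had a camera p of 0.881.

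The alternatives were DESeq2's size factors or total counts for scaling, no filter or a mean of at least 5 CPM, unstranded counts, a fit without robust estimation, each library left out in turn, the replicate number as a block, library-specific GC trends removed by loess, the block and GC correction together, the Wald test of DESeq2 1.42.0, limma-voom, a threshold of 0.01, and for the lists an estimated inter-gene correlation or fry. After the forward-strand counts had been seen, 2 more were added: the strand class of the library as a batch term, and leaving out genes with more forward-strand than reverse-strand reads. Figures were drawn with matplotlib 3.10.9.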

Results

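RNA from 6 samples of HEK293 cells was sequenced. HEK293 is an established line of human embryonic kidney cells, and all sampled cells carried green fluorescent protein (GFP). In the co-culture group, 3 samples had been grown for 10 h beside HEK293 cells that carried DAAO and produced reactive oxygen species (ROS). DAAO is the usual abbreviation of D-amino acid oxidase, an enzyme that releases hydrogen peroxide when it oxidises D-amino acids, and the D-alanine concentration was 25 µM. The GFP-positive cells were then collected by fluorescence-activated cell sorting. The control group held 3 samples of GFP-positive cells that were also sorted. The labels give 1 treatment text for all 6 samples, so they leave open whether the controls received D-alanine or were grown beside partner cells. The comparison asked how ROS-producing neighbours change gene expression in cells that do not carry the enzyme themselves.

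The deposited values were read counts for 23686 genes, and reads on the reverse strand of each gene were used because the library kit was stranded. The co-culture libraries 1, 2 and 3 held 20168708, 21357413 and 36250314 gene-assigned reads. The control libraries 1, 2 and 3 held 19170544, 19091085 and 26127509. Multimapping reads made up 8.42% of the reads in co-culture library 1 and between 6.48% and 7.03% in the other 5 libraries. A single non-coding transcript, XIST, took between 2.00% and 3.86% of the gene-assigned reads and was higher in co-culture (log2 fold change 0.66, edgeR adjusted p 0.0246). It is named because of this share, after its values were seen. Within the groups, Pearson correlations of log2 CPM (counts scaled to a common library total) across genes ran from 0.988 to 0.996, and between the groups they ran from 0.986 to 0.991. Genes are not independent replicates, so these correlations only describe the libraries. The first principal component carried 40.1% of the variance and separated the groups. The next component carried 30.6% and separated control 1 from controls 2 and 3.

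The libraries also split by a technical measure that did not follow the groups. Among 4907 genes with at least 1000 reads in every library, the median share of reads on the unexpected, forward strand was 0.124% in co-culture library 2 and 0.211% in co-culture library 3. It was 1.64% in co-culture library 1 and 1.64%, 1.57% and 1.75% in controls 1, 2 and 3. The class with few forward-strand reads held co-culture samples only, so no comparison of the groups could be made within it. The other class held 1 co-culture library and 3 controls. Values from a fit with this class as a batch term, in which the group effect rests on co-culture library 1 against the controls, are therefore given beside the pooled ones. That fit was chosen after the forward-strand counts had been seen.

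**Figure D1:**
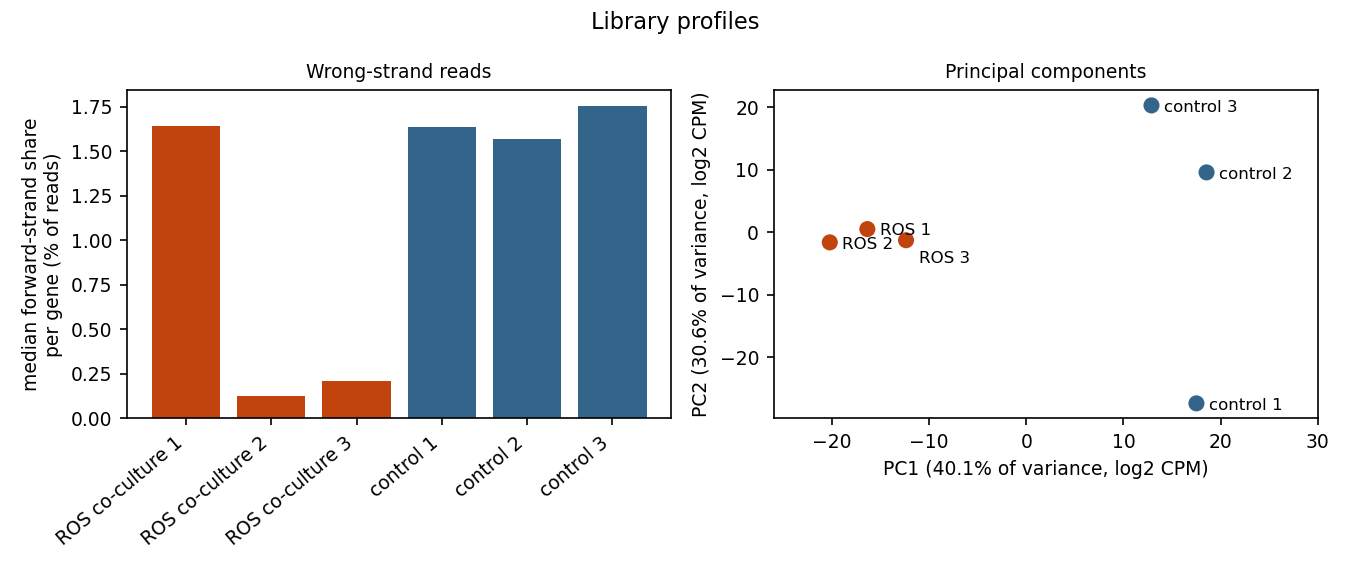
The left plot shows the median share of forward-strand reads per gene (percent) as a bar for each library, and the right plot shows the libraries on the first 2 principal components of log2 CPM. Co-culture libraries 2 and 3 have medians of 0.124% and 0.211% against 1.57% or more in the other 4 libraries, while the first component (40.1% of the variance) separates the 3 co-culture libraries from the 3 controls.

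After low-count genes were removed, 14582 genes were tested. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 704 genes had an adjusted p under 0.05, of which 388 were higher and 316 were lower in the co-culture group. At an unadjusted p under 0.05 there were 3377 genes. The changes were mostly small: the median absolute log2 fold change of the 704 genes was 0.39, and 61 genes changed by at least 2-fold, 32 of them higher and 29 lower. The groups did not overlap in CPM for any of the 704 genes. Over all tested genes, 4270 (29.3%) showed no overlap, where chance gives 10%. The count of genes depended strongly on single libraries. It rose to 3069 without control 1 and fell to 65 without control 2, to 74 without co-culture library 2, to 123 without co-culture library 1 and to 321 without co-culture library 3, and it was 735 without control 3. With the strand class as a batch term, 29 genes passed (25 higher, 4 lower), 25 of them among the 704, and 1824 genes had an unadjusted p under 0.05. Scaling by total counts in place of trimmed means gave 310 higher and 572 lower genes, a higher share of 35.1% against 55.1%, with the median gene moved by -0.03 on the log2 scale.

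**Figure D2:**
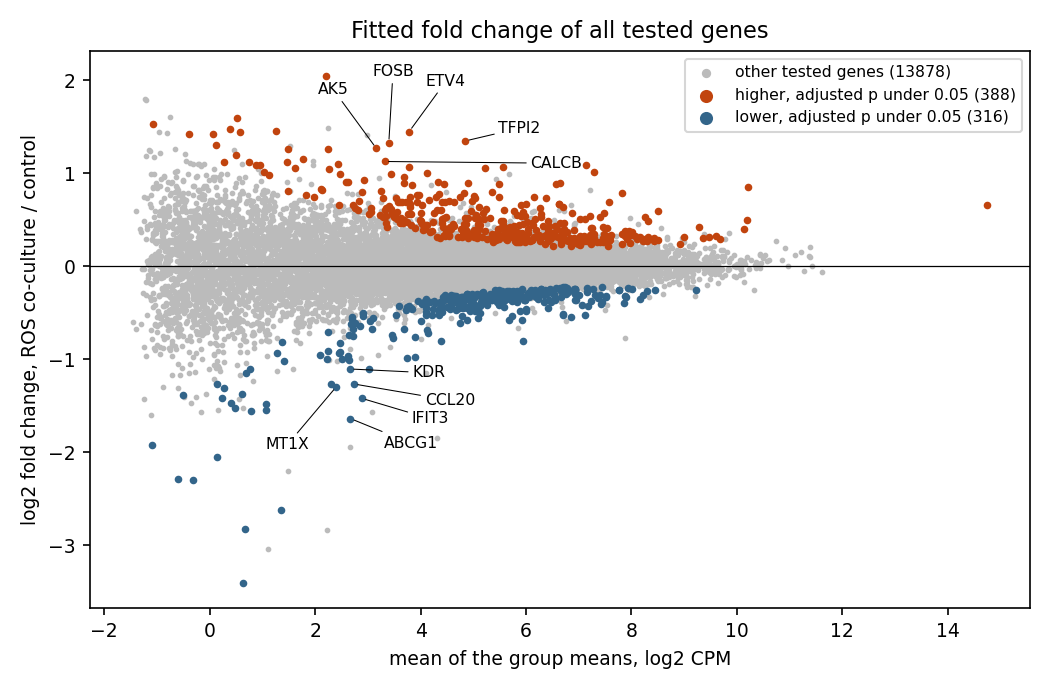
Each point is 1 of the 14582 tested genes, with the log2 of its mean CPM over the group means on the horizontal axis and its fitted log2 fold change (co-culture over control) on the vertical axis. The 388 higher and 316 lower genes at an adjusted p under 0.05 are coloured, and the 10 labelled genes are those with the largest changes by the naming rule; many coloured genes lie within 1 log2 unit of 0.

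The genes named here were fixed by rule: the 5 largest changes in each direction among genes at an adjusted p under 0.05, with a mean of at least 5 CPM and no overlap between the groups. Of the 704 genes, 650 met the last 2 conditions, 361 higher and 289 lower. ETV4 had the largest increase, from 7.42 ± 1.41 CPM in the controls to 20.1 ± 1.18 CPM in co-culture (SD, n = 3 each), a log2 fold change of 1.45 (SE 0.13) with an adjusted p of 0.000581 in edgeR's test. TFPI2 rose from 16.2 ± 3.91 to 41.3 ± 2.58 CPM, with a log2 fold change of 1.34 (SE 0.15, edgeR adjusted p 0.00207). FOSB rose from 5.99 ± 0.624 to 15.1 ± 4.61 CPM (log2 fold change 1.32, SE 0.23, edgeR adjusted p 0.0154). AK5 rose from 5.27 ± 1.44 to 12.6 ± 1.39 CPM (log2 fold change 1.26, SE 0.18, edgeR adjusted p 0.00486), and CALCB rose from 6.31 ± 1.25 to 13.6 ± 0.923 CPM (log2 fold change 1.12, SE 0.15, edgeR adjusted p 0.00300). ABCG1 had the largest decrease, from 9.62 ± 4.25 to 3.08 ± 0.258 CPM, with a log2 fold change of -1.64 (SE 0.28, edgeR adjusted p 0.0154). IFIT3 was lower by a log2 fold change of -1.42 (SE 0.30, edgeR adjusted p 0.0345), at 4.01 ± 0.471 against 10.8 ± 4.90 CPM. MT1X, a member of the metallothionein family of similar genes whose reads are uncertain to assign, had a log2 fold change of -1.30 (SE 0.18, edgeR adjusted p 0.00486), at 3.04 ± 0.262 against 7.55 ± 1.54 CPM. CCL20 (log2 fold change -1.27, SE 0.26, edgeR adjusted p 0.0307) stood at 3.93 ± 0.840 against 9.38 ± 3.37 CPM, and KDR (log2 fold change -1.11, SE 0.15, edgeR adjusted p 0.00415) at 4.01 ± 0.386 against 8.60 ± 0.989 CPM.

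Most of the 10 genes did not keep an adjusted p under 0.05 in each of 19 other settings. ETV4 and TFPI2 kept it in all 19, with a highest adjusted p of 0.0356 and 0.0404. The highest adjusted p of all 10 genes came from the fit with the strand class as a batch term. There the log2 fold changes of ETV4, TFPI2, FOSB, AK5 and CALCB were 1.35, 1.45, 1.49, 1.26 and 1.10. Those of ABCG1, IFIT3, MT1X, CCL20 and KDR were -1.67, -1.23, -1.45, -0.96 and -0.96. For CALCB and KDR that was the only setting in which the call was lost, with edgeR adjusted p-values of 0.116 and 0.187. AK5 also lost it without co-culture library 2 (1.18, edgeR adjusted p 0.0505) and without control 2 (1.19, 0.0512), and MT1X without control 2 (-1.26, 0.0503). FOSB kept its call in only 1 of the fits that left out a library, the one without co-culture library 3 (1.57, edgeR adjusted p 0.00458). The values of its other such fits ran from 1.14 to 1.39, with edgeR adjusted p-values from 0.0636 to 0.121. FOSB and IFIT3 also missed the threshold in limma-voom (adjusted p 0.0553 and 0.0596), and IFIT3 in edgeR without a filter on low counts (adjusted p 0.0631). The range over the 19 settings was 1.07e-07 to 0.136 for FOSB. ABCG1, IFIT3 and CCL20 each lost their call without any of the 3 co-culture libraries, at log2 fold changes from -1.70 to -1.58, from -1.51 to -1.37 and from -1.43 to -1.11. IFIT3 and CCL20 lost it without control 2 as well (-1.52 and -1.30). ABCG1, IFIT3 and CCL20 had their highest level in control 1, and without it their log2 fold changes were -1.22, -0.996 and -0.965, with edgeR adjusted p-values of 3.01e-05, 0.000294 and 0.00275. Over the 19 settings the adjusted p-values ran from 1.52e-07 to 0.234 for ABCG1, from 7.95e-06 to 0.335 for IFIT3 and from 6.10e-05 to 0.356 for CCL20.

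**Figure D3:**
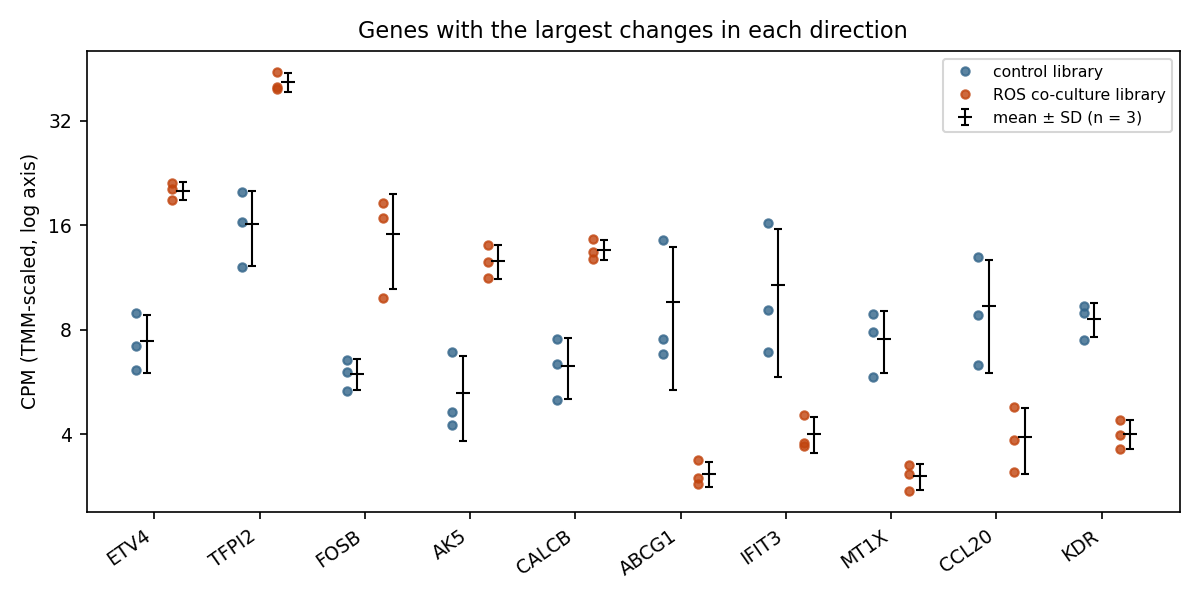
Points show the CPM of the 3 control and 3 co-culture libraries for the 10 genes with the largest changes by the naming rule, on a log axis, with the mean and SD of each group beside them. The groups do not overlap for any of the 10 genes, and the controls of ABCG1, IFIT3 and CCL20 spread over more than a 2-fold range.

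A panel of 24 genes from stress responses had been fixed in advance, and 23 of them had enough reads to be tested. DAO, the human gene for D-amino acid oxidase, had 0 reads in all 6 libraries, which allows between 0.0828 and 0.157 CPM depending on the library. This bound covers counting error only, and reads of a transgene with another sequence would not be counted there. Of the 23 tested genes, 6 had an adjusted p under 0.05, 3 higher and 3 lower. Adjusted over the list alone there were 8, 4 higher and 4 lower. HSPA1A rose from 165 ± 9.40 to 284 ± 21.4 CPM, with a log2 fold change of 0.78 (SE 0.07, edgeR adjusted p 0.000581). HSPA1B rose from 267 ± 31.6 to 373 ± 15.2 CPM, with a log2 fold change of 0.48 (SE 0.08, edgeR adjusted p 0.0126). These genes are near-identical copies, so how reads were divided between them is uncertain. MDM2 rose from 311 ± 18.04 to 376 ± 15.7 CPM, with a log2 fold change of 0.27 (SE 0.07, edgeR adjusted p 0.0426). DDIT3 fell from 19.7 ± 1.41 to 9.99 ± 0.843 CPM, with a log2 fold change of -0.98 (SE 0.10, edgeR adjusted p 0.00105). Reads on the forward strand made up 29.2% of all reads over DDIT3. MT2A fell from 13.8 ± 1.94 to 8.24 ± 0.318 CPM, with a log2 fold change of -0.74 (SE 0.12, edgeR adjusted p 0.0101), and MT1X is given among the largest decreases. HSPA1A and DDIT3 kept their calls in all 19 other settings and were the 2 panel genes past the threshold in the fit with the strand class as a batch term, at log2 fold changes of 0.68 and -1.11 (edgeR adjusted p 0.0356 for both).

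The other 17 tested panel genes did not reach an adjusted p of 0.05. HMOX1 had a log2 fold change of -0.39 (SE 0.13, edgeR adjusted p 0.100), with 16.5 ± 0.662 CPM in co-culture and 21.6 ± 4.09 CPM in the controls. ATF3 had a log2 fold change of 0.58 (SE 0.17, edgeR adjusted p 0.0907). HMOX1 and ATF3 were the 2 genes that passed only with adjustment over the list alone, at 0.0307 and 0.0283. NQO1, TXNRD1, GCLM, SRXN1 and SLC7A11 had log2 fold changes of 0.00, 0.02, 0.04, 0.13 and 0.15, with SEs of 0.14, 0.07, 0.10, 0.07 and 0.08. Their edgeR adjusted p-values lay between 0.271 and 0.999. The log2 fold changes of CAT, PRDX1, CDKN1A, EGR1, CHAC1 and OSGIN1 were 0.12, 0.14, 0.20, 0.09, 0.01 and 0.59, and those of TXNIP, FOS, JUN and GDF15 were -0.42, -0.23, -0.21 and -0.75. Control 1 moved several panel genes. Without it, 9 panel genes passed, with HMOX1 at -0.52 (edgeR adjusted p 0.000512), ATF3 at 0.83 (8.10e-08) and CDKN1A at 0.46 (0.000133), and TXNIP stood at -0.02. Without control 2 the number was 2, and without co-culture library 2 it was 3. Over the 19 settings the adjusted p ran from 0.000512 to 0.387 for HMOX1, from 8.10e-08 to 0.399 for ATF3 and from 0.000133 to 0.870 for CDKN1A. MDM2 passed in 8 of the 19 settings and, of the fits that left out a library, only without control 1 (0.30, edgeR adjusted p 0.00143, with a range over all settings from 0.00143 to 0.286). With the batch term MDM2, HSPA1B and MT2A stood at 0.31, 0.43 and -0.69 (edgeR adjusted p 0.286, 0.242 and 0.234). HSPA1B also lost its call without co-culture library 2 or 3 and without control 2, at log2 fold changes of 0.49, 0.46 and 0.52. MT2A lost it without co-culture library 1 or 2 and without control 2, at -0.76, -0.71 and -0.80.

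The 12 lists of genes with a shared function and the panel itself were tested as sets with camera at a preset inter-gene correlation of 0.01, giving 13 tests with Benjamini-Hochberg adjustment. Of these, 4 lists passed, all with higher expression in co-culture. The median log2 fold change of the cholesterol synthesis list was 0.26 (camera adjusted p 9.53e-13), with 22 of 25 tested genes higher. Of these 25 genes, 9 had an adjusted p under 0.05 over all genes and 16 adjusted over the list alone, all higher. HMGCS1 and IDI1 in this list had log2 fold changes of 0.60 and 0.57 (SE 0.13 and 0.06, edgeR adjusted p 0.0345 and 0.00105). The immediate-early list had a median of 0.31 (camera adjusted p 2.59e-10), with 23 of 36 genes higher. In it, 11 genes were higher and 0 lower over all genes, or 17 higher and 3 lower adjusted over the list alone. With a mean of at least 5 CPM the median was 0.12 (camera adjusted p 2.24e-06). EGR3, FOSB and FOSL1 had the largest changes of its genes past the threshold, at 1.45, 1.32 and 1.26 (edgeR adjusted p 0.0155, 0.0154 and 0.00591). The panel genes FOS and EGR1, which are also in this list, did not change beyond the replicate spread. The hypoxia target list had a median of 0.20 (camera adjusted p 5.28e-05), with 26 of 31 genes higher. Adjusted over the list alone 11 genes were higher and 2 lower, and over all genes 4 were higher and 0 lower. Of these 4, PDK1, P4HA2 and ALDOA had the largest changes, at 0.43, 0.40 and 0.32 (edgeR adjusted p 0.0345, 0.0359 and 0.0417). The p53 target list had a median of 0.11 (camera adjusted p 0.0484), with 23 of 30 genes higher, and MDM2 was its 1 gene past the threshold; adjusted over the list alone there were 2.

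The cholesterol synthesis and immediate-early lists also passed with fry (adjusted p 0.0278 for both), and the hypoxia and p53 lists did not (0.446 and 0.532). With an inter-gene correlation estimated from the data, 0 lists passed, and 2 had an unadjusted p under 0.05. In the other 9 splits of the 6 samples into 3 and 3, each of which keeps 2 co-culture libraries against 1, between 2 and 7 lists passed camera's threshold at the preset correlation and at most 1 passed with fry. In the fit with the strand class as a batch term, the medians of the cholesterol synthesis, immediate-early, hypoxia and p53 lists were 0.21, 0.32, 0.18 and 0.13, with camera adjusted p-values of 5.35e-10, 5.35e-10, 0.000955 and 0.0435. The p53 list was the least steady of the 4. Its median was 0.25 without control 1 and 0.04 without control 3 (camera adjusted p 8.90e-07 and 0.548), and it also missed the threshold without co-culture library 1, co-culture library 3 or control 2 (0.11, 0.12 and 0.09). Of the named list genes, IDI1 alone kept its call in all 19 other settings, at log2 fold changes from 0.54 to 0.64. With the batch term, HMGCS1, EGR3, FOSL1, PDK1, P4HA2 and ALDOA had log2 fold changes of 0.66, 1.33, 1.16, 0.48, 0.36 and 0.27, and all 6 lost their call (edgeR adjusted p from 0.175 to 0.384). FOSL1 also lost it without co-culture library 2 or control 2 (1.22 and 1.24). With total counts HMGCS1, PDK1, P4HA2 and ALDOA lost it (0.56, 0.39, 0.37 and 0.29, edgeR adjusted p from 0.0569 to 0.0600). With GC trends removed HMGCS1 and PDK1 lost it (0.54 and 0.37, edgeR adjusted p 0.0611 and 0.0653). With the replicate block EGR3, PDK1, P4HA2 and ALDOA lost it (1.47, 0.43, 0.41 and 0.32, edgeR adjusted p 0.0522, 0.0642, 0.0907 and 0.118). HMGCS1, EGR3, PDK1 and P4HA2 each lost it in 4 of the fits that left out a library, all but those without controls 1 and 3, at log2 fold changes from 0.56 to 0.62, from 1.40 to 1.55, from 0.40 to 0.46 and from 0.36 to 0.43. ALDOA kept it only without control 1 (0.37).

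The NRF2 target list, which holds genes induced by oxidants through that transcription factor, had a median log2 fold change of -0.07 (camera adjusted p 0.439), with 13 of 33 tested genes higher, 20 lower and 0 past the threshold over all genes or adjusted over the list alone. Its median was -0.05 without co-culture library 1 and -0.02 without control 3. The list of peroxide-removing enzymes with other redox genes had a median of -0.04. It also holds genes such as SOD1, GLRX, MSRA and SESN1, so this is not the median of the peroxide-removing enzymes alone. Its CAT, GPX and PRDX members went both ways, from -0.20 (GPX1) to 0.15 (PRDX6). The medians were -0.06 for the NF-kB targets, -0.05 for the ER chaperones, -0.01 for the ATF4 targets and 0.00 for DNA replication. They were 0.04 for the preset panel, 0.05 for the heat-shock list and 0.07 for the G2/M programme. None of these 8 lists passed, with camera adjusted p-values from 0.145 to 0.893. Medians near 0 do not mean that no member changed. Past the threshold over all genes, 2 heat-shock genes were higher and 3 lower, or 4 and 5 adjusted over the list alone. The higher 2 were HSPA1A and HSPA1B. The lower 3 were HSPA6, DNAJA1 and DNAJB1, at -1.32, -0.36 and -0.23 (edgeR adjusted p 0.0338, 0.0278 and 0.0338). Of the NF-kB targets, 1 was higher and 5 lower, or 1 and 7 adjusted over the list alone. The medians of the 8 lists lay between -0.09 and 0.11 in every fit that left out a library. The ends of that range were the NF-kB targets without control 3 (camera adjusted p 0.00311, with 0.877 and a median of 0.04 without control 1) and the heat-shock list without control 2. Without control 1 the G2/M median was 0.00, the ATF4 median 0.03 and the heat-shock median 0.03.

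**Figure D4:**
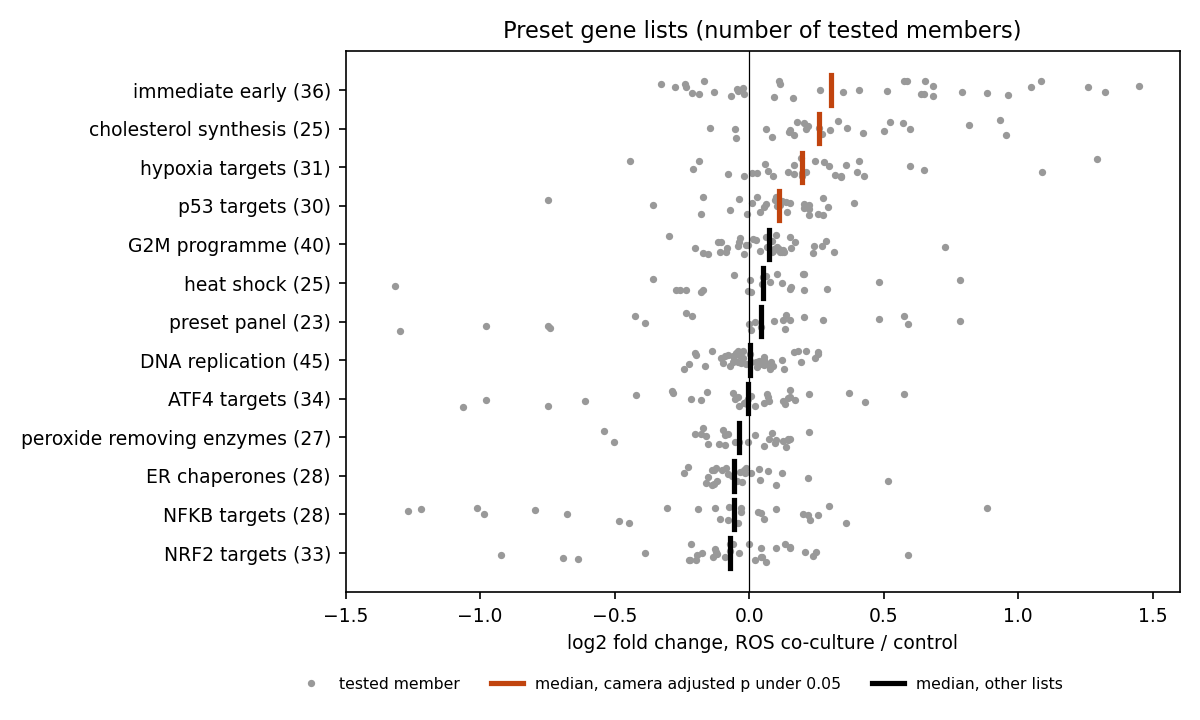
Points show the fitted log2 fold change (co-culture over control) of each tested member of the 13 preset lists, and vertical bars show the list medians, coloured where camera's adjusted p was under 0.05. The immediate-early, cholesterol synthesis, hypoxia and p53 lists have medians of 0.31, 0.26, 0.20 and 0.11, while the NRF2 list has a median of -0.07.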

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

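The fit with the strand class as a batch term and the one without genes that had more forward-strand than reverse-strand reads were chosen after the data had been seen, and all other settings were chosen in advance. The groups did not overlap for any of the 704 genes past the threshold, which fixed the sign of their fold changes in the batch-term fit and in the fits without 1 library, so kept signs are not counted as stability. The number of genes past the threshold stayed within 1.5 times of 704 with DESeq2's size factors (708), total counts (882), no filter (864), a mean of at least 5 CPM (730), unstranded counts (663), no robust estimation (684), GC trends removed (817), the replicate block with GC trends removed (866), DESeq2's Wald test (1022), limma-voom (675) and without genes with more forward-strand reads (715). Of the 704 genes, 695, 623, 693, 621, 630, 664, 597, 580, 696, 649 and 681 were among these.

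Larger changes came from 3 settings and from leaving out libraries. At a threshold of 0.01 there were 115 genes, 83 higher and 32 lower, with 18 changed by at least 2-fold (12 higher, 6 lower). With the strand class as a batch term there were 29 genes (25 higher, 4 lower), with 9 changed by at least 2-fold (8 higher, 1 lower), and 2 of the panel. The group effect then rests on 1 co-culture library against 3 controls, which by construction costs power, so the lower count does not show that the other changes are absent. Across the 6 fits that each left out 1 library, the number of genes ran from 65 to 3069, with 48 to 1558 higher and 15 to 1511 lower. Those changed by at least 2-fold ran from 15 to 163, with 9 to 122 higher and 6 to 68 lower, and panel genes past the threshold ran from 2 to 9. The highest count came without control 1 and the lowest without control 2. The first of these cannot come from the smaller number of libraries, and its cause was not tested.

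The groups share replicate numbers, but the labels do not say that a number marks a shared day or dish. Deviations from the group means correlated by -0.0420, -0.0850 and -0.0915 between samples of the same number, across genes. These values show no sign of a pairing, but with 3 samples per group they cannot exclude one. With the replicate number as a block, 164 genes passed (110 higher, 54 lower), 160 of them among the 704, with 33 changed by at least 2-fold (17 higher, 16 lower). The block uses 2 of the residual degrees of freedom. With GC trends removed, however, 866 genes passed with the block and 817 without it. The cause of the lower count of 164 was not tested. The median of the ATF4 list reversed to 0.00985 with the block and to 0.000980 with the block and GC trends removed. In the latter fit 44 genes were lower by at least 2-fold. The 4 lists that passed also passed with the block.

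Some other counts moved as well. Without a filter 19187 genes were tested and 46 were lower by at least 2-fold. With a mean of at least 5 CPM 11648 genes were tested and 19 changed by at least 2-fold (12 higher, 7 lower), since low-count genes carry many of the large fold changes. DESeq2's Wald test gave p-values for 19186 genes and called 583 higher, against 474 in edgeR without a filter. These counts are not alike: DESeq2's default filter leaves some low-count genes out of the adjustment, and its test differs from edgeR's. What each contributes was not tested. Total counts, with the same 14582 genes tested, gave 572 lower genes, and that scaling moved the median gene by -0.0333.

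Among the lists, 0 passed with an estimated inter-gene correlation, 2 with fry and 4 in the main setting. The medians are the same in these tests: 0.259 for cholesterol synthesis and 0.305 for immediate-early genes, which passed fry, and 0.197 for hypoxia targets and 0.110 for p53 targets, which did not. With a mean of at least 5 CPM the immediate-early median was 0.121 and the list still passed (camera adjusted p 2.24e-06, where its other edgeR fits with camera at the preset correlation gave 5.51e-15 to 1.66e-07). The p53 list also missed the threshold with DESeq2's size factors (0.111), total counts (0.0751), unstranded counts (0.111) and without genes with more forward-strand reads (0.113), at camera adjusted p-values from 0.0521 to 0.0683. Without 1 library its median ran from 0.0359 to 0.248. With the batch term the G2/M list passed (0.121, camera adjusted p 0.0378, where the fits without 1 library gave 0.0627 to 0.877), and its cause was not tested. Lists with medians near 0 reversed: DNA replication with the batch term (-0.0509) and total counts (-0.0321), and the ATF4 list with a mean of at least 5 CPM (0.0114). Without 1 library, the medians ran from -0.0267 to 0.0162 for DNA replication, from -0.0445 to 0.0286 for ATF4, from -0.0937 to 0.0406 for NF-kB and from -0.0221 to 0.0704 for the panel.

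For the 40 named genes, 464 of 515 values in the other settings kept their direction and side of the threshold, 36 kept only their direction, 1 passed the threshold and 14 reversed. Of 240 values with 1 library left out, 172 kept both, 53 kept only the direction, 3 passed and 12 reversed. All reversals were in panel genes near 0 that were not past the threshold in any setting. NQO1 reversed with DESeq2's size factors (0.000878), no filter (0.00237), a mean of at least 5 CPM (0.00779), unstranded counts (0.0231), GC trends removed (0.0120), the block with GC trends removed (0.0102), DESeq2's Wald test (0.00206), limma-voom (0.0202) and without genes with more forward-strand reads (0.00315). GCLM reversed with GC trends removed (-0.0409) and with the block as well (-0.0375), TXNRD1 with total counts (-0.0119), and CHAC1 with total counts (-0.0325) and the batch term (-0.0478). Without 1 library the ranges were -0.111 to 0.0706 for NQO1, -0.0505 to 0.0677 for TXNRD1, -0.0720 to 0.119 for GCLM, -0.183 to 0.274 for CHAC1 and -0.0316 to 0.376 for EGR1. The depth limits genes such as OSGIN1 and GDF15, with as few as 11 and 12 reads in a library, whose log2 fold changes of 0.59 and -0.75 had SEs of 0.31 and 0.30.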

Other observations

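The tests of the strand classes, of genes read mostly from the forward strand, of multimapping reads, and of the library class as the cause of the interferon, metallothionein and cholesterol patterns were chosen or redefined only after results had been seen, as were the counts of splits for single lists and for fry; the interferon, zinc and LXR gene lists were also written after a first look at the data. For 4 of these tests an earlier form, which placed co-culture library 1 between the other libraries over genes picked for the pattern, was dropped because its genes fixed its outcome or it rested on 1 library.

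Co-culture libraries 2 and 3 carried fewer reads on the unexpected strand than the other 4 libraries. Of 4907 well-counted genes, 90.7% had a lower forward-strand share in both of these libraries than in each of the other 4. Chance gives 6.67% for a pair fixed in advance, but this pair was picked by its low medians over the same genes. The count therefore describes how widely the pattern is spread over genes and does not test its cause. Co-culture library 1 had a median share of 1.64%, within the control range of 1.57% to 1.75%. That value is part of the pattern and rests on 1 library, so it does not test an effect of the co-culture itself, which stays open. A difference in library preparation or sequencing batch is a candidate explanation, and the labels give no batch. XIST and its antisense neighbour TSIX show what follows for single genes (chosen after their values were seen). TSIX had 372 and 1175 reads in co-culture libraries 2 and 3 against 4789 to 9436 in the other 4, while XIST took 2.00% to 3.86% of the gene reads. The share of reads over XIST that lay on the other strand, where TSIX is counted, was 0.0630% and 0.155% against 1.66% to 1.91%.

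Genes read mostly from the forward strand may therefore carry reads that belong to the gene on the other strand. Of 61 tested genes with over 90% forward-strand reads, 27 (44.3%) were lower in both libraries with few such reads than in each of the other 4. The share was 7.03% among tested genes without more forward-strand than reverse-strand reads. For these 27 genes a fold change between the groups may in part be a difference between libraries 2 and 3 and the rest. The other 34 of the 61 did not have the pattern. Over all 251 tested genes with more forward-strand reads the difference was small. The mean of libraries 2 and 3 lay below the control mean for 55.4% of the 251, with a median log2 difference of -0.05. The effect on the gene count was small, since 5 of the 704 genes had more forward-strand than reverse-strand reads. A biological cause for these genes was not tested separately.

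The library class could also lie behind the 704 genes between the groups, since 2 of 3 co-culture libraries belong to it. This was tested with genes called without co-culture library 1. Over these 123 genes, that library lay at a median of 0.947 of the way from the control mean (0) to the mean of libraries 2 and 3 (1), and for 117 of them it lay on the same side of the controls. In 20 simulations with library 1 at the control level the position lay between 0.0888 and 0.132. These values go against the library class as the whole cause, but they rest on co-culture library 1 alone, so the class stays open. A GC trend is argued against as the whole cause by the 597 genes that kept their call when each library's trend was removed. The correlation of log2 fold change with GC content across tested genes (Spearman, genes not being independent) went from -0.162 to -0.0318. Only 1 of the 10 splits of the 6 samples, the real one, gave as many genes with an adjusted p under 0.05. The other 9 gave 0 such genes, with 64 to 1078 at an unadjusted p under 0.05. The count of genes changed by at least 2-fold was as large in 1 of the 10 splits. With 10 splits the share can never be under 10%, so a grouping by chance cannot be excluded by this test. Untested differences between the groups, such as partner cells or D-alanine in the medium without ROS, stay open because the labels do not say what the controls received.

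As many lists as in the real split passed camera's threshold in 7 of the 10 splits. The cholesterol synthesis list passed in 6, the immediate-early list in 5, the hypoxia list in 6 and the p53 list in 6 of them. Each of the other 9 splits still sets 2 co-culture libraries and 1 control against 1 co-culture library and 2 controls, so a difference between the groups would remain in them at a smaller size. A list that passes there in the same direction and at a smaller median need not count against it. The p53 list also passed in the opposite direction (-0.0646, camera adjusted p 0.0160, for co-culture libraries 1 and 2 with control 3). For co-culture libraries 1 and 3 with control 1 its median was 0.158, against 0.110 in the real split. The hypoxia median was -0.203 for co-culture library 1 with controls 2 and 3, against 0.197. Such passes count against camera at the preset correlation for these lists. The number of lists separates the real split from the others poorly. By the size of the median, 1 of 10 splits was as large for cholesterol synthesis and for immediate-early genes, 2 for hypoxia and 4 for p53. With fry, 1 of the 10 splits gave as many as 2 lists and the others at most 1.

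Interferon-stimulated genes were lower in co-culture. The first look showed 17 tested genes of this kind, all lower, with a median log2 fold change of -1.85 and 7 past the threshold. To test the pattern on other genes, 27 further interferon-stimulated genes were listed, none of them in a preset list. Of the 25 that could be tested, 88% (22 genes) were lower, with a median of -0.38 (-0.41 with total counts), 4 past the threshold and lower and 0 higher (camera p 6.35e-08, fry p 0.0538). Control 1 as the whole cause is argued against, since without it the median was -0.24 with a camera p of 5.65e-05 and a fry p of 0.0115. A GC trend is argued against by a median of -0.36 after its removal (camera p 7.28e-09). The library class stays open: with the batch term the median was -0.24, with a camera p of 2.23e-05 and a fry p of 0.225, and that fit rests on co-culture library 1 alone, so the class cannot be told apart from an effect of co-culture for these genes. The medians of the 25 genes against the control mean were -0.24, -0.35 and -0.33 in co-culture libraries 1, 2 and 3 and 0.28, -0.09 and -0.14 in controls 1, 2 and 3. Part of the difference is therefore a spread among the controls. Whether interferon signalling was lower in co-culture or raised in the controls could not be decided without a further reference group.

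The metallothionein genes MT1X, MT2A and MT1F were lower (-1.30, -0.74 and -1.47) and the zinc importer gene SLC39A10 was higher (1.01, edgeR adjusted p 2.36e-05; chosen after its value was seen). MT1F had an edgeR adjusted p of 0.0504 and few reads, at 0.391 ± 0.170 CPM in co-culture against 1.18 ± 0.350 CPM in the controls. A candidate explanation is lower activity of the zinc-dependent factor MTF1. SLC30A1, an MTF1 target not looked at before, had a log2 fold change of -0.33 (SE 0.09), the direction this needs, with an edgeR adjusted p of 0.0520 and an unadjusted p of 0.00266. The other 6 of 7 listed genes had too few reads to be tested, so a single gene near the threshold leaves the explanation open. The library class also stays open: with the batch term the highest edgeR adjusted p of the 4 genes was 0.291 (MT1F), and SLC39A10 alone passed (1.06, 0.00235). The log2 fold changes of MT1X, MT2A and MT1F were -1.45, -0.69 and -1.94 there. MT1X did not shrink and MT2A shrank little, which goes against the class as the whole cause for MT1X and MT2A. MT1F had too few reads to bear on this. The class is not excluded by this, since the genes were picked for the pattern and that fit rests on co-culture library 1. Reads shared within this gene family are a further technical explanation that was not tested.

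The cholesterol synthesis list was higher while ABCG1 (-1.64) and MYLIP (-0.58), genes induced by the sterol sensor LXR, were lower. A lower sterol level might move both. The 7 tested LXR targets not looked at before did not show it as a list: 4 were lower, the median was -0.03 and the camera p was 0.172. LPCAT3 among them was lower (-0.32, edgeR adjusted p 0.0331). Members went both ways and the list is short, so the test leaves the explanation open. With the batch term the median of the cholesterol synthesis list was 0.21 (camera p 8.24e-11, fry p 0.0391). This goes against the library class as its whole cause but rests on co-culture library 1 alone, so the class stays open.

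The NRF2 target list did not pass, although the partner cells produce ROS. Too few libraries to see a shift is argued against for a shift of 0.25 (log2): 100% of 100 random lists matched on expression passed an unadjusted camera p of 0.05 when given that shift, and 3% of them did so without it. Random lists lack the shared variation of NRF2 targets, so this may overstate the power. A smaller shift, or one that had faded by 10 h, stays open and was not tested.

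Co-culture library 1 had the highest multimapping share (8.42%). If reads had been placed differently between similar genes there, pseudogenes should deviate in it. The median absolute log2 difference of 252 pseudogenes between library 1 and libraries 2 and 3 was 0.186 against 0.156 in matched lists, at percentile 98.84 of 10000 lists matched on expression. This is consistent with such an effect, but the same measure between libraries 2 and 3 was also high, at 0.192 against 0.173 and percentile 91.95, so it may be a property of pseudogene counts in general. No biological explanation was tested.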
